A study of Mus musculus with 6 samples.

How the data were processed

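Regulatory T (Treg) cells, the Foxp3-expressing CD4 T cells that restrain immune responses, were sorted from MC38 tumours, a transplantable mouse colon carcinoma, grown in C57BL/6 mice. Per the labels, 3 libraries came from mice with Tim-3 sufficient Treg cells and 3 from mice with Tim-3 deficient Treg cells. Tim-3 is an inhibitory receptor encoded by Havcr2. Per the labels' protocols, cells were sorted into lysis buffer in plates, libraries were made with a Nextera XT kit, and they were read as 75 bp pairs on a NextSeq instrument. The labels do not say whether the 3 libraries of a group came from separate mice, so p-values measure the spread between these libraries, which may be partly technical. Neither the kit name nor another label says that strand was kept, so overlapping genes on opposite strands cannot be separated.

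STAR, RSEM and limma are named without versions in the submitters' processing notes, together with the mouse builds GRCm38 and mm10. The deposited values are on the log2 scale. Raised back to linear values minus 1, each library summed to between 999999 and 1000001, so the deposited log2 values are log2(TPM + 1), where TPM is a transcript abundance scaled to a fixed total of 1000000. The back-calculated TPM values were multiples of 0.01 in 100% of cases, within a tolerance of 1% of that step. TPM keeps no record of the number of reads, so the depth of each library is unknown and no counting interval or detection floor was computed. TPM is also a share of the total: a change in a few abundant transcripts shifts the values of the others.

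The table held 55450 genes, and all 55450 versioned identifiers matched GENCODE mouse release 21 on GRCm38, whose 1-based coordinates and symbols were used. For 27 genes the symbol in the table had been turned into a date-like word and was replaced by the annotated symbol. Column names showed the group of each library but not its replicate number. Libraries are therefore called sufficient A1, sufficient B1 and sufficient dated, and deficient C1, deficient D and deficient dated. The names come from the column marks, and "dated" denotes the 1 library in each group whose name carried a calendar date. The other 4 libraries (2 per group) carried none and are called undated. The date mark was treated as a possible batch.

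Genes with a deposited log2 value of at least 1 (1 TPM or more) in at least 3 of the 6 libraries were tested, which left 12155 genes. Groups were compared on the deposited log2 values with limma (lmFit, then eBayes with a mean-variance trend), with no covariate, and a gene was called at a two-sided Benjamini-Hochberg adjusted p under 0.05. Fold changes are differences in log2(TPM + 1), deficient minus sufficient, which understate the change of genes with low values. Of 32 gene lists written before the data were examined, 30 had at least 4 tested members. They were tested with camera from limma with a preset correlation between genes of 0.01, and adjusted over the 30 lists. The lists covered Treg identity and function, T cell states, cytokine and interferon responses, metabolism, proliferation, ribosomal and mitochondrial transcripts, stress and dissociation genes, and markers of other cell types a sort can carry over. The tumour and epithelial list had 3 tested members and the erythroid list 0, so neither was tested.

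The rule for naming genes was also set before the data were examined. It took Havcr2 first, then up to 12 higher and 12 lower genes past the threshold with no overlap between the groups, ranked by absolute log2 fold change. Where fewer than 10 passed in a direction, genes of smallest unadjusted p without overlap filled the places up to 10, given as values that did not pass. Predicted genes, clone-based names, pseudogenes and antigen receptor segments were left out of that ranking. From each list, the 4 members of smallest p and every member past the threshold were added. Genes named outside this rule are marked as chosen after their values were seen.

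Simulated data with the spread of the real genes were used to test the scripts, with 200 of 12155 genes changed in each of 5 runs of deficient against sufficient libraries. Of genes changed by a log2 fold change of 1, 15.8% were called, against 69.6% at 2 and 86.9% at 3, and 4.79% of all calls were false. Of 15 simulated lists shifted by 0.7, 15 were called, as were 4 of 120 lists without a shift. In the real data, splits of the libraries that mix the groups called between 6 and 14 of the 30 lists. The simulated 4 of 120 therefore does not give the rate of false list calls in the real data. Computation used R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Alternatives covered the filter on low values, normalization, the pseudocount, the variance model, the thresholds, the list test and leaving out each library. After the data were seen, a fit with the date mark as a block and fits without either the dated pair or the pair with the highest myeloid markers were added.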

Results

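The data comprised 6 transcriptomes of Treg cells sorted from MC38 tumours, 3 from mice with Tim-3 sufficient and 3 from mice with Tim-3 deficient Treg cells. The single comparison of the design asks how loss of Tim-3 alters the transcriptome of Treg cells in a tumour. Between 11470 and 12681 genes reached 1 TPM in a library. Read depth is unknown because TPM values keep no counts. Across tested genes, Pearson's r between libraries lay between 0.918 and 0.970, and each pair differed at 20182 or more genes, so no library was a duplicate of another. The 2 dated libraries, from opposite groups, had an r of 0.966, above each pair of deficient libraries (0.928 to 0.959). It was also above the r of the sufficient dated library with sufficient A1 (0.959) and sufficient B1 (0.956). It was below that of sufficient A1 with sufficient B1 (0.970). Genes are not independent replicates, and these r values describe similarity only. The deficient dated library lacked the Y-linked transcripts that the other 5 libraries held.

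Havcr2, the gene encoding Tim-3 (ENSMUSG00000020399.14, GRCm38 chromosome 11, 46454935 to 46481255, plus strand), was lower in each deficient library than in each sufficient library. Its mean was 3.45 ± 0.87 (SD, n = 3) in deficient and 5.28 ± 0.68 (SD, n = 3) in sufficient libraries on the log2(TPM + 1) scale. The sufficient libraries A1, B1 and dated had 5.70, 5.64 and 4.49, and the deficient libraries C1, D and dated had 3.54, 4.27 and 2.55. The log2 fold change was -1.83 with a standard error of 0.48, and its adjusted p in limma was 0.211, so it did not pass over all genes. With the date mark as a block the adjusted p was 0.0148, and the difference was -1.77 among undated libraries and -1.95 in the dated pair. Transcripts from exons outside a deleted part can remain in a gene-level value, so this value does not measure the completeness of the loss.

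Deficient Treg cells had higher Ifi208, S1pr1 and 3 integrin chains, and lower Ccl4, Cxcr6 and Cst7, than sufficient cells. Ifi208, a member of the interferon-inducible Ifi200 family, rose from 1.42 ± 0.16 to 4.85 ± 0.07 (SD, n = 3 each), a 10.8-fold change, although reads can be divided between its close paralogs. S1pr1, the receptor through which lymphocytes leave tissues along sphingosine 1-phosphate, rose 3.95-fold, and the integrin chains Itga7, Itga4 and Itgb1 rose 5.68-fold, 3.87-fold and 3.13-fold. Ccl4, an inflammatory chemokine, fell 15.9-fold, from 10.49 ± 0.19 to 6.50 ± 1.09 (SD, n = 3 each). The deficient dated library lay lowest at 5.25, against 7.02 in deficient C1 and 7.23 in deficient D. Among undated libraries the log2 difference of Ccl4 was -3.44, against -5.09 in the dated pair. Cxcr6, a chemokine receptor of tissue-resident and tumour-infiltrating T cells, fell 3.12-fold, and Cst7, an inhibitor of lysosomal cysteine proteases in cytotoxic cells, fell 2.57-fold.

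Of 12155 tested genes, limma called 25, of which 16 were higher and 9 lower in deficient cells. Among the genes called higher and named by rule, the log2 fold changes (± SE) were 3.44 ± 0.23 for Ifi208 (chromosome 1, 173673675 to 173698395, adjusted p = 0.00561), 2.51 ± 0.26 for Itga7, 1.98 ± 0.22 for S1pr1 (chromosome 3, 115710433 to 115715072, adjusted p = 0.0221) and 1.65 ± 0.16 for Itgb1. Itga4 reached 1.95 ± 0.28, Zcchc18 2.01 and Fam49a 1.68. The lymphocyte genes Klhl6, Trat1 (a transmembrane adaptor of the T cell receptor) and Slamf6 (a homophilic receptor of the SLAM family) rose by 1.59, 1.42 and 1.27, and the membrane proteins Cldnd1 and Emb by 1.57 and 1.44. Genes called lower and named by rule were Ccl4 at -3.99 ± 0.47 (chromosome 11, 83662584 to 83664683, adjusted p = 0.0232) and Chchd10, a mitochondrial protein, at -2.38 ± 0.22. The others named by rule were Cxcr6 at -1.64 ± 0.17, Lat2, a membrane adaptor, at -1.43 and Cst7 at -1.36. Ccl3, a chemokine gene beside Ccl4, did not pass at -4.18 ± 0.63 (adjusted p = 0.0562), nor did Ramp1 at -1.51, Fasl at -1.23, F2rl2 at -1.78 and Spaca1 at -2.08. All 5 passed with the date mark as a block. Groups did not overlap at 2137 genes, 17.6% of those tested, where chance gives 10% on average over splits of the libraries into 3 and 3. Genes are not independent and this share was not computed for the other splits. Whether 17.6% lies outside their range was therefore not tested.

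The count of called genes rested on the libraries used. It was 0 without sufficient A1, 0 without sufficient B1, 1 without deficient D, 14 without deficient C1, 23 without the sufficient dated and 128 without the deficient dated library, while 240 genes passed with the date mark as a block. Of those 240, 136 were higher and 104 lower, and the 25 genes were all among them. Each of the 25 kept its sign and an unadjusted limma p under 0.05 when any 1 library was left out of the 12155-gene fit. Their log2 fold changes were then 0.84 to 1.14 times those with all 6 libraries, and 0.92 to 1.06 times without sufficient A1 or without sufficient B1. The 25 genes had been called for differences that were large against the spread in these same 6 libraries. That choice favoured a kept sign, a small p and ratios near 1, so these values are not a separate test of the calls. Quantile normalization called 38 genes, 16 higher and 22 lower.

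**Figure D1:**
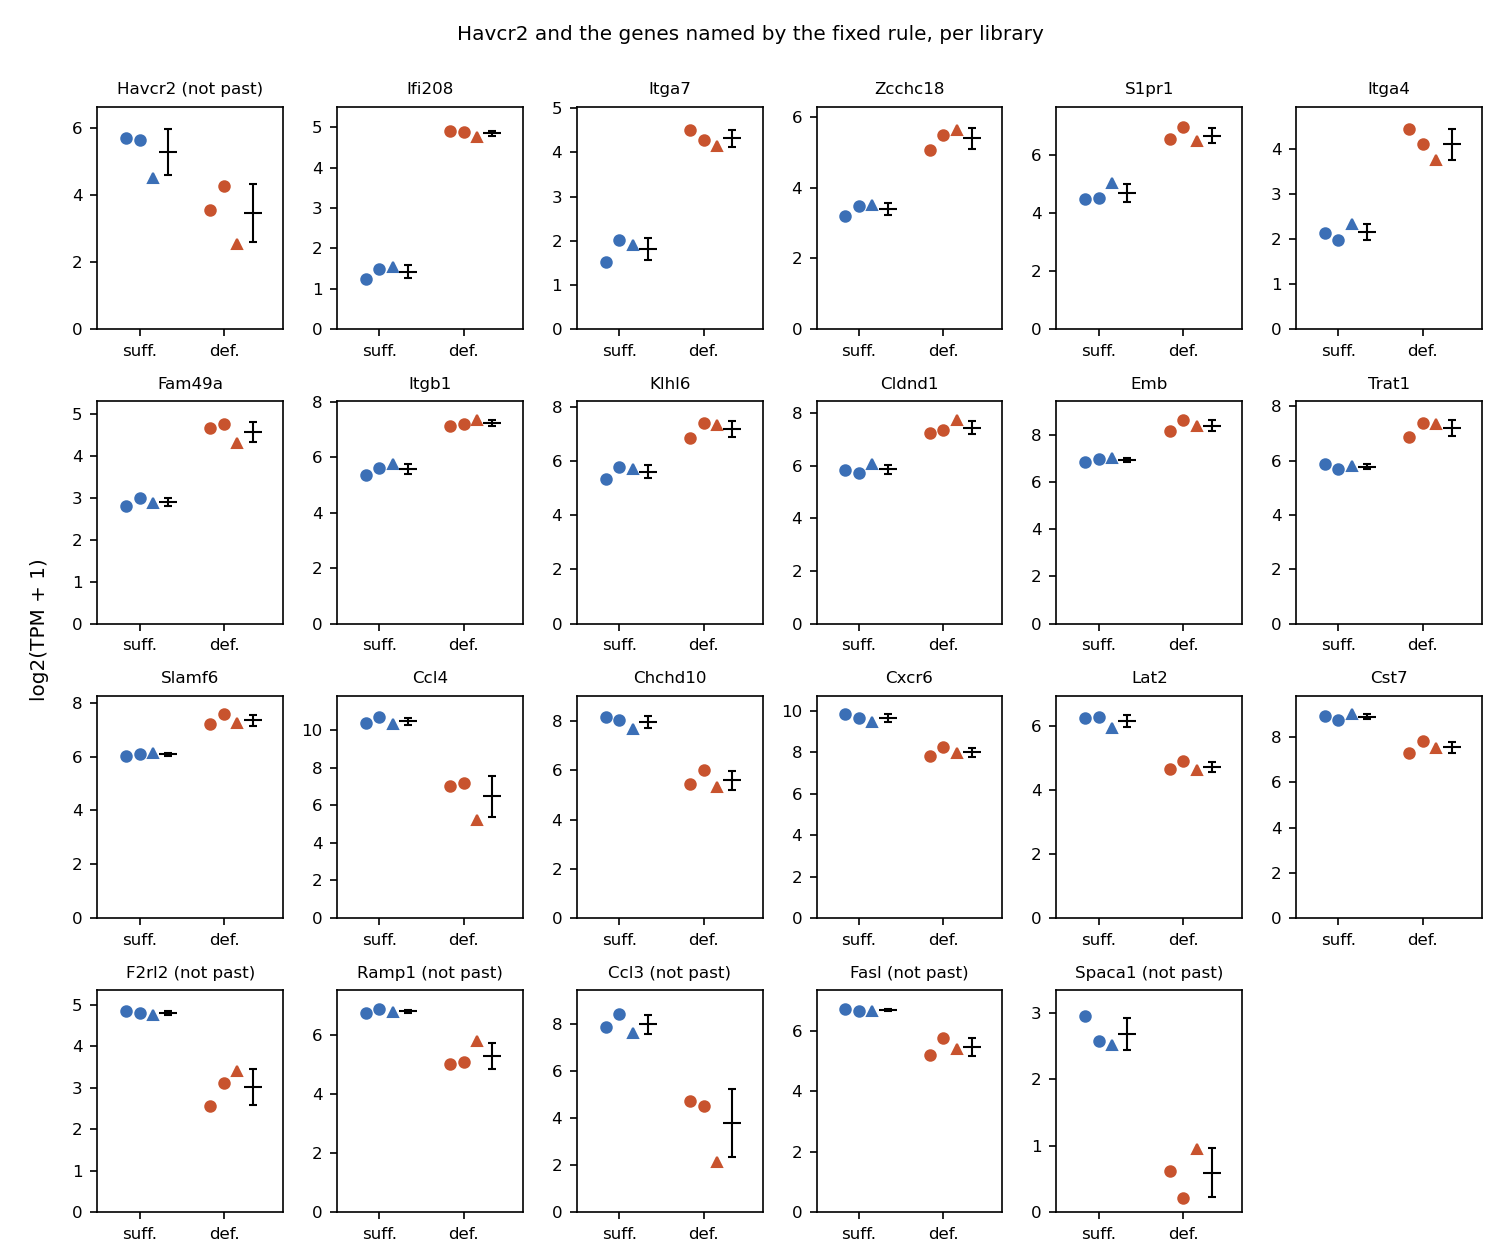
Values of Havcr2 and the genes named by the ranking rule in log2(TPM + 1), 1 point per library, with circles for undated and triangles for dated libraries, and the group mean with its SD (n = 3) as a black bar; panels marked "not past" did not pass the threshold. Ccl4 stands at 10.49 in sufficient and 6.50 in deficient libraries on average, and Ifi208 at 1.42 and 4.85.

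**Figure D2:**
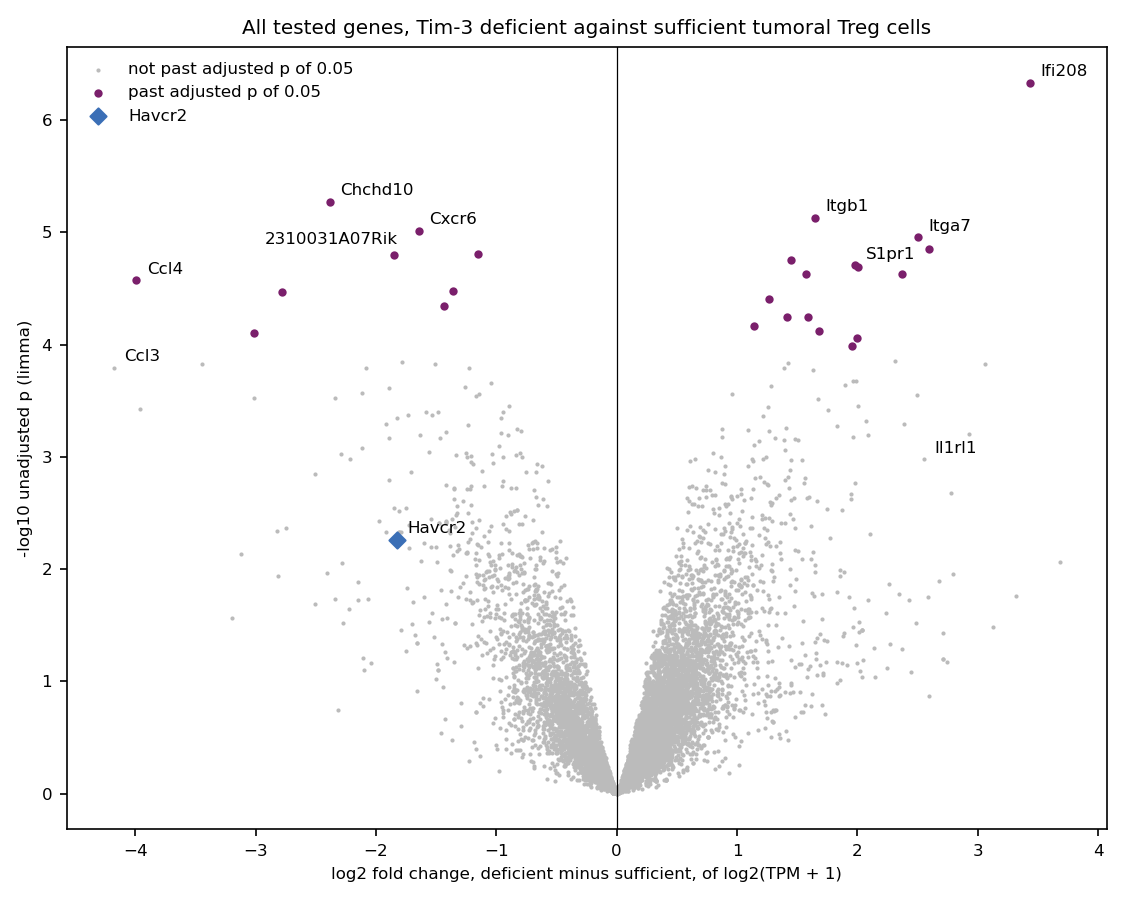
Log2 fold change (deficient minus sufficient) of the 12155 tested genes against -log10 of the unadjusted limma p, with the 25 genes past the adjusted threshold in purple and Havcr2 as a blue diamond. Ifi208 lies highest at a fold change of 3.44, and Havcr2 at -1.83 lies below the called genes.

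Of the 30 lists, 10 were called with the preset correlation, 4 higher and 6 lower. None held with an estimated correlation, fry called the naive and central memory list alone, and only the immediate early list was called without its 3 genes of smallest p. Camera by ranks did not call the co-inhibitory, effector Treg and Tim-3 ligand lists. Splits of the libraries that mix the groups called between 6 and 14 lists, so a list call by itself did not set the real grouping apart. For 5 of the 10 called lists (heat shock, mitochondrial, effector Treg, interferon gamma and ribosomal genes) a split that mixes the groups moved the list's mean, relative to all genes, further than the real one did.

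Genes of naive and central memory T cells stood higher in deficient cells. This list was called (camera adjusted p = 0.00038), with a median log2 fold change of 0.98 over 14 tested members, of which 11 had positive values. S1pr1 passed over all genes, and 8 members passed when p was adjusted over the list alone, all of them higher. Values that did not pass over all genes included Klf3 at 1.75, Il7r (the interleukin 7 receptor chain) at 1.39 and Id3 (an inhibitor of E protein transcription factors) at 1.45, and these 3 passed with the date block. The 3 members with negative values, chosen after their values were seen, were Ccr7 at -0.23, Satb1 at -0.67 and Foxo1 at -0.42. The median was 0.77 among undated libraries and 0.96 in the dated pair. With an estimated correlation the adjusted p was 0.312, and without its 3 genes of smallest p it was 0.0739 in camera. In the same direction, B cell markers had positive values in 4 of 4 members (median 0.64, camera adjusted p = 0.07), with Igkc higher in each deficient library than in each sufficient one, and that list was called higher with the date block. Dendritic cell markers had positive values in 5 of 6 members (median 1.42, camera adjusted p = 0.243), and both lists were called higher without sufficient B1 and deficient C1.

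Genes of the chemokine receptor and homing list moved in both directions. Of 17 tested members, Itgb1, S1pr1 and Itga4 rose and Cxcr6 fell over all genes, and adjusted over the list alone 6 were higher and 2 lower. The list was not called as a set (camera adjusted p = 0.185, median 0.14). Its median differed between the batches, at -0.17 in undated libraries and 0.62 in the dated pair, and it was called higher without deficient C1 (camera adjusted p = 0.0215), without sufficient B1 and deficient C1 (median 0.44, 0.00933) and with no filter on low values (0.0385).

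Effector Treg genes and inhibitory receptors stood lower as lists, with few single genes past the threshold. The effector and tissue Treg list was called lower (camera adjusted p = 0.00466, median -0.27, 20 members). In it Cxcr6 fell and no other member passed over all genes, while adjusted over the list alone 5 were lower and 1 higher. Values short of the threshold were -0.98 for Maf, -0.58 for Tigit and, against the list's direction, 2.55 for Il1rl1, the receptor for interleukin 33. Maf and Il1rl1 passed with the date block. Its median was -0.53 in undated libraries and 0.26 in the dated pair, and it was not called without sufficient B1 and deficient C1 (adjusted p = 0.146). That median was -0.022 without sufficient A1, -0.12 without sufficient B1, -0.16 without deficient C1, -0.41 without deficient D and -0.54 without the sufficient dated library. The co-inhibitory receptor list was called lower (camera adjusted p = 0.0039, median -0.25, 13 members), with no member past the threshold over all genes and 4 lower and 1 higher adjusted over the list alone. Cd200 had -1.48, Lag3 -1.39 and Cd160 -1.39, against 0.64 for Cd96, which was chosen after its values were seen, and Cd200 and Lag3 passed with the date block. Its median was -0.42 in undated libraries and -0.18 in the dated pair, and it was -0.16 without sufficient A1, -0.14 without sufficient B1, -0.40 without deficient D and -0.45 without the sufficient dated library. Adjusted p with an estimated correlation was 0.82 for both lists.

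Treg identity genes were not called as a list. Nrp1 had a log2 fold change of 1.10, Izumo1r -0.69, Il2ra -0.67 and Tnfrsf18 -0.35, and none of them passed over all genes. Il2ra had -1.22 in undated libraries but 0.43 in the dated pair, and Tnfrsf18 had -0.61 and 0.16. Izumo1r (-0.97 and -0.13) and Nrp1 (1.13 and 1.03) kept their sign. Foxp3, the lineage factor, at 0.31 ± 0.21 and Ctla4 at -0.25, chosen after their values were seen, did not pass over all genes either. In undated libraries and in the dated pair, Foxp3 had 0.15 and 0.62, and Ctla4 had -0.42 and 0.09. The sufficient dated library held the lowest value of both genes, 4.82 for Foxp3 and 10.03 for Ctla4. The list had a camera adjusted p of 0.375 (median -0.08, 14 members), and Nrp1 was the 1 member that passed adjusted over the list alone and with the date block. The list's median was -0.31 in undated libraries and 0.41 in the dated pair, and it was called lower without the sufficient dated library (median -0.30, camera adjusted p = 0.00269) and without both dated libraries (median -0.31, 0.0026). Suppressive mediators were not called as a list (camera adjusted p = 0.0805, median -0.16, 18 members). No member passed over all genes, and adjusted over the list alone 3 were lower and 1 higher. Entpd1, an ectoenzyme that degrades extracellular ATP, had -1.17, and Il10 had -1.60, and both passed with the date block. The deficient dated library lay lowest for Il10 at 5.76, against 7.39 in deficient C1 and 7.47 in deficient D. The Il10 difference was -1.21 in undated libraries and -2.39 in the dated pair. The list of suppressive mediators was called lower with the date block and without the sufficient dated library (median -0.33, camera adjusted p = 0.0103). It was also called lower without deficient D (median -0.13, 0.0279) and without both dated libraries (0.00462). Its median was -0.25 in undated libraries and 0.22 in the dated pair. Co-stimulatory receptors were not called (camera adjusted p = 0.624), with a median of -0.16 and a mean of 0.05 that differed in sign, and adjusted over the list alone only Tnfrsf25 passed, at 1.42, as it did with the date block. They were called lower without both dated libraries (camera adjusted p = 0.0497).

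Helper cytokine genes stood lower as a list (camera adjusted p = 0.0039, median -0.69, 9 members, 0.312 as the adjusted p with an estimated correlation). No member passed over all genes, and adjusted over the list alone 4 were lower and 1 higher. Il12rb2 had -1.85, Ifng -1.50 and Csf2 -2.51, against 0.62 for Stat4, and these 4 did not pass with the date block either. Csf2 stood at 6.46 in sufficient B1, against 3.15 in sufficient A1 and 2.73 in the sufficient dated library, so its value rested largely on sufficient B1. The median of the helper cytokine list was -0.70 in undated libraries and 0.41 in the dated pair, and -0.31 without sufficient A1. Tim-3 ligands and adaptors were also called lower (camera adjusted p = 0.0091, median -0.12, 13 members, adjusted p = 0.82 with an estimated correlation). No member passed over all genes, and adjusted over the list alone 3 were lower, namely the phosphatase Ptpn6 at -0.89 and the kinases Zap70 at -0.77 and Lck at -0.50, of which Ptpn6 passed with the date block. The median of that list was -0.18 in undated libraries and 0.0014 in the dated pair. It was -0.040 without the deficient dated library, -0.071 without sufficient A1, -0.23 without deficient D, -0.32 without deficient C1 and -0.57 without the sufficient dated library.

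The immediate early, heat shock and interferon gamma lists were called higher in deficient cells. For the last 2 of them a split that mixes the groups moved the list's mean further than the real one did. The immediate early list, which is also raised by tissue dissociation, was called (camera adjusted p = 7.26e-05, median 0.69, 15 members), with 13 positive values and 5 members higher adjusted over the list alone. No member passed over all genes: Btg2 had 0.96, Zfp36 0.95, Junb 0.72 and Fos 0.69, of which all but Junb passed with the date block. Heat shock and unfolded protein genes were called higher (camera adjusted p = 0.00316, median 0.62), with positive values in 15 of 15 members and no member past the threshold over all genes or over the list alone. Among these, Dnajb1 had 0.85 and passed with the date block, and Atf3 had 1.20 and did not. Interferon gamma response genes were called higher (camera adjusted p = 0.0147, median 0.16, 20 members), with 2 members, Iigp1 at 0.74 and Cxcl10 at 1.35, higher adjusted over the list alone and none past over all genes, though both passed with the date block. Adjusted p with an estimated correlation was 0.312 for the immediate early list and 0.82 for the other two. Interferon gamma genes were not called without the deficient dated (adjusted p = 0.207) or the sufficient dated library (0.118). Median differences in undated libraries and in the dated pair were 0.63 and 0.89 for immediate early, 0.68 and 0.49 for heat shock, and 0.09 and 0.47 for interferon gamma genes. The immediate early median was 0.44 without the sufficient dated library, that of heat shock genes 0.36 without deficient C1, and that of interferon gamma genes 0.27 without sufficient A1 and 0.24 without deficient C1.

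The lists of mitochondrial transcripts and ribosomal protein genes were called lower, but neither was called without the sufficient dated library. Mitochondrial transcripts were called (camera adjusted p = 0.00118, median -0.15, 13 members), with 1 member, mt-Nd3 at -0.84, lower adjusted over the list alone and past the threshold with the date block. Ribosomal protein genes were called (camera adjusted p = 0.0039, median -0.10, 25 members), with no member past the threshold over all genes or over the list alone, Rps24 at -0.57 among them. Adjusted p was 0.82 for both with an estimated correlation. Median differences in undated libraries and in the dated pair were -0.15 and -0.50 for mitochondrial and -0.018 and -0.41 for ribosomal genes. Without the sufficient dated library the mitochondrial median was 0.03 and that list was not called, and without each other library in turn its median was -0.48 (sufficient B1) to -0.24 (deficient D). Ribosomal genes were not called under quantile normalization (adjusted p = 0.41), without the sufficient dated library (0.363) or without both dated libraries (0.579), and their median was -0.00020 without the sufficient dated library, -0.15 without sufficient B1, -0.19 without sufficient A1 and -0.20 without deficient C1. The mitochondrial share of all transcripts was 4.06% in the sufficient dated library, 3.41% in the deficient dated library and between 2.41% and 2.96% in the undated libraries.

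Lists of metabolism and proliferation were not called with all 6 libraries. Adjusted p in camera was 0.572 for glycolysis (median 0.10, mean -0.01), 0.915 for oxidative phosphorylation, 0.335 for fatty acid uptake and oxidation, 0.77 for hypoxia and 0.0531 for cholesterol synthesis, in which Sc5d had 0.82. It was 0.993 for cell cycle G2M and 0.624 for DNA replication, and Mki67 had -0.41. Without the deficient dated library the cell cycle and DNA replication lists were called higher, with medians of 0.78 and 0.63 and camera adjusted p of 0.000692 and 0.0104, as they were without both dated libraries (0.00267 and 0.0162). Cholesterol synthesis was called higher without sufficient A1 (0.0392), without sufficient B1 (0.0382) and without deficient D (0.00218), and with all 6 libraries when no filter on low values (0.0132) or a pseudocount of 0.1 (0.0479) was used. Interferon alpha genes gave 0.468. Genes induced early by the T cell receptor gave 0.993, with Cd69 at 0.88 and Egr3 at -1.25, and the interleukin 2 and STAT5 list gave 0.993, with Pim1 at -1.03 and Bcl2 at 1.36. Sc5d, Cd69 and Pim1 passed with the date block. In these last 2 lists the median and the mean were positive while camera's direction was lower, and the interleukin 2 and STAT5 list was called lower without both dated libraries (median -0.17, camera adjusted p = 0.0158).

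**Figure D3:**
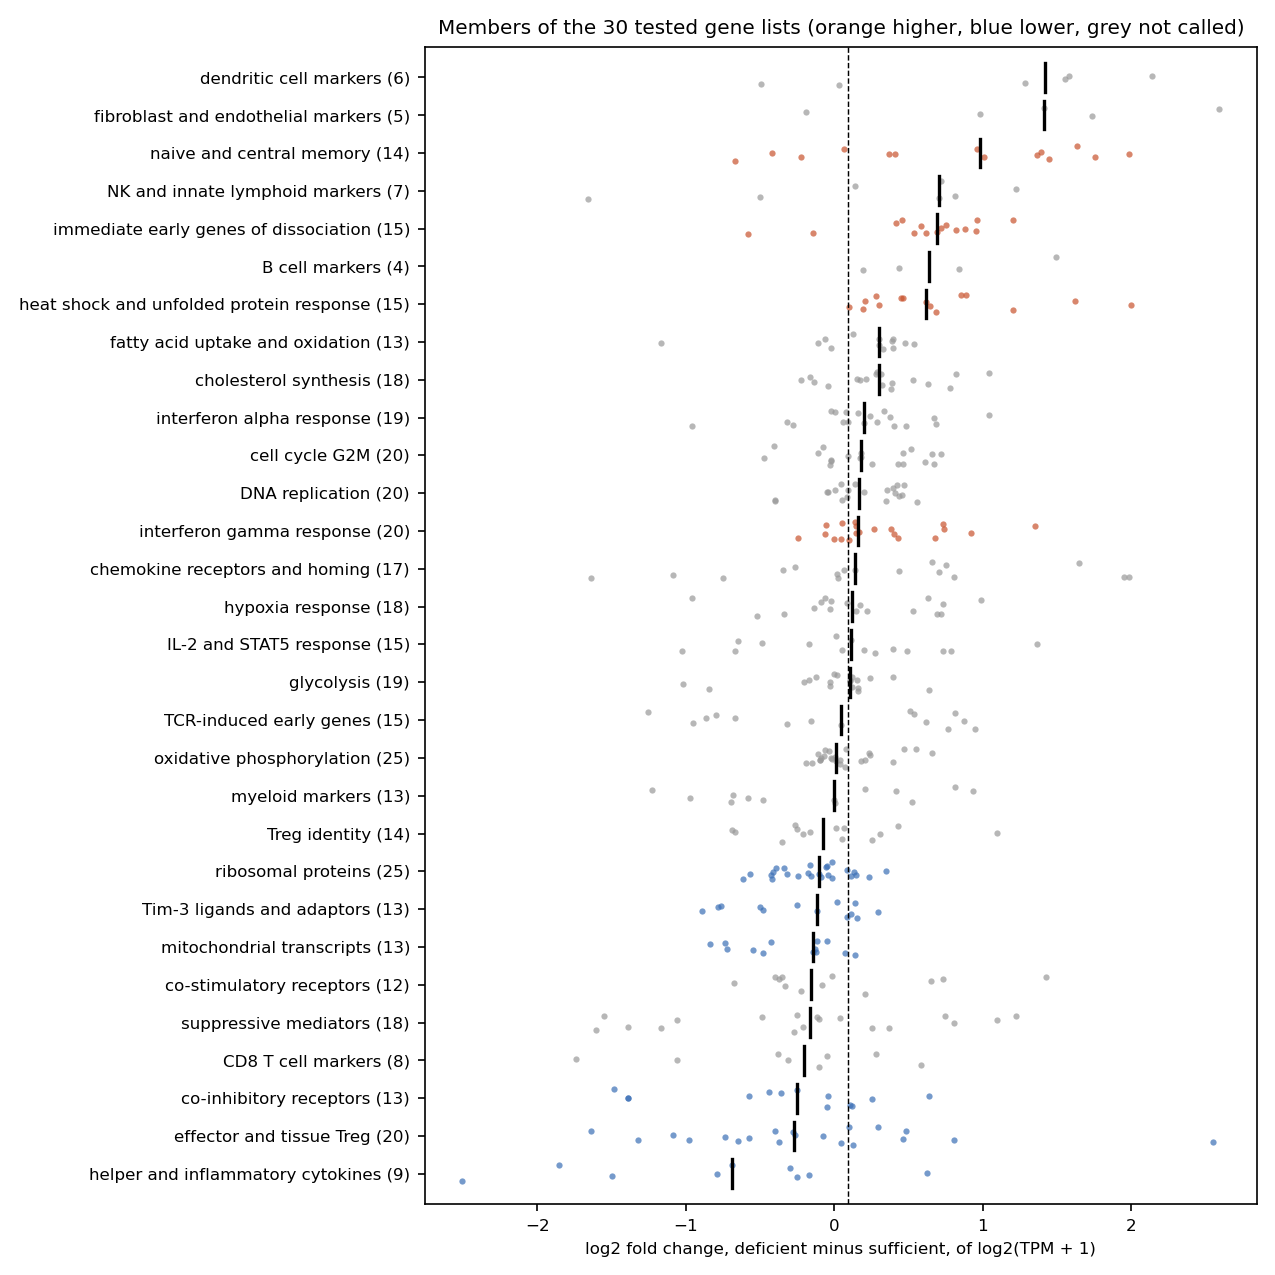
Log2 fold changes (deficient minus sufficient) of the members of the 30 tested lists, 1 point per gene, with the list median as a black tick, the median of all genes (0.09) as a dashed line and the number of tested members in parentheses. Orange lists were called higher, blue lists lower and grey lists not called; the naive and central memory median lies at 0.98 and the helper cytokine median at -0.69.

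Markers of other cell types varied between libraries. Myeloid markers (13 tested) had medians of 5.92 in sufficient B1 and 6.63 in deficient C1, against 4.18 in sufficient A1 and 1.59 to 2.19 in the other 3, and the list was not called (camera adjusted p = 0.484, median difference -0.0041). Lyz2, a macrophage lysozyme chosen after its values were seen, reached 490.5 TPM in sufficient B1 and 539 TPM in deficient C1, against 2.96 TPM in deficient D. Dendritic cell markers had a median difference of 1.42 (6 members, adjusted p = 0.243), with Cd74 at 1.28 and H2-Eb1 at 2.14, genes of antigen presentation by MHC class II. The dendritic median ranged from 0.74 to 2.41 when libraries were left out in turn. H2-Eb1 stood at 2.54 in the sufficient dated library, against 4.36 in sufficient A1 and 6.58 in sufficient B1. Its difference was 1.45 in undated libraries and 3.54 in the dated pair. Fibroblast and endothelial markers had a median difference of 1.41 (5 members, adjusted p = 0.455) and B cell markers of 0.64 (4 members, adjusted p = 0.07), with Igkc at 1.49. CD8 T cell markers had a median difference of -0.21 (8 members, adjusted p = 0.0818), in which Nkg7, a granule protein listed at 791 TPM or more in each library, had -1.74 and passed with the date block. Without deficient C1, myeloid markers were called lower (median -1.47, camera adjusted p = 0.000302) and B cell markers higher (0.00343), as the latter were without the sufficient dated library (0.00186). Without sufficient B1, dendritic markers (median 2.41, 0.000205) and fibroblast and endothelial markers (0.0382) were called higher. Without deficient D, dendritic markers were called higher (0.0135) and CD8 markers lower (median -0.66, 0.000228), as both were at a mean of at least 5 TPM (0.0454 for each). Without both sufficient B1 and deficient C1, the libraries with the highest myeloid markers, myeloid markers were called lower (median -0.58, 0.0125), and dendritic (median 1.54, 0.000563), B cell (median 0.78, 0.0108) and fibroblast and endothelial markers (median 1.64, 0.0171) were called higher. B cell markers were also called higher without both dated libraries (0.031). Median differences in undated libraries and in the dated pair were 0.25 and -1.71 for CD8, 0.92 and 0.14 for NK and innate lymphoid, -0.071 and 0.24 for myeloid, 0.94 and 2.36 for dendritic, 0.62 and 0.56 for B cell, and 1.90 and 0.29 for fibroblast and endothelial markers. NK and innate lymphoid markers had a median of 0.70 and a mean of 0.20, while camera's direction was lower (7 members, adjusted p = 0.993). Their median turned to -0.74 without deficient C1 and -0.49 without the sufficient dated library, and the list was called in neither fit.

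**Figure D4:**
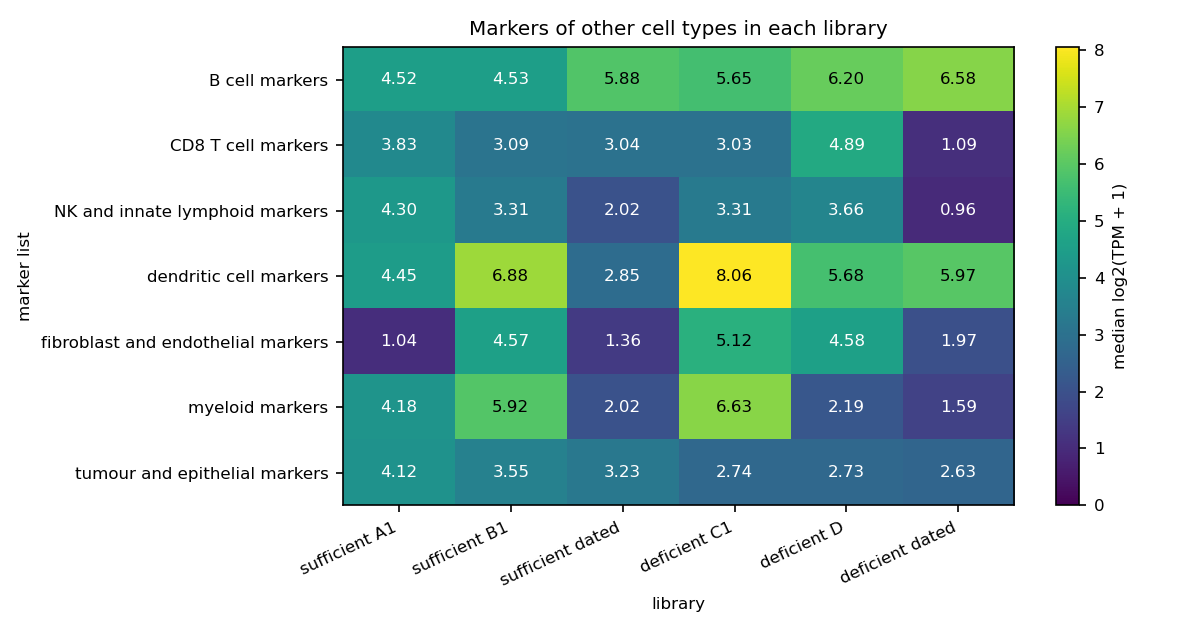
Median log2(TPM + 1) of the tested markers of 7 other cell types in each library, with the value printed in each cell. Myeloid markers stand highest in sufficient B1 (5.92) and deficient C1 (6.63).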

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

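The Xist value was looked at only after the data were seen, and it was not among the tested genes. Xist, the transcript of the inactive X chromosome, stood at 3.03 TPM in the deficient dated library, a signal outside the genes compared. It was listed at 0 TPM in deficient C1 and deficient D and at 0.02 TPM or less in the 3 sufficient libraries. The signal was therefore seen in 1 library and did not follow the groups. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were listed at 0.01 TPM or less in that library, against 5.12 TPM or more in each of the other 5. No explanation of this value was tested, and the difference in fold changes without that library is given with the other observations.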

How the results depend on the processing

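The fits with the date mark as a block, without both dated libraries and without sufficient B1 and deficient C1 were chosen after the data were seen. No paired analysis was possible because the columns carry no replicate numbers. The planned authors' adjusted p and the list test on the authors' statistics were not run, since the table holds neither, and the robust fit was not run for lists. Depth is unknown, so its limit on low genes was not assessed. The cause of each change below was not tested, beyond the fewer libraries of the fits that leave some out and the larger number of tests without a filter.

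The count of 25 called genes became 1 with no filter on low values, 38 with quantile normalization, 4 with limma without trend, 90 at an adjusted p under 0.1 and 1418 at an unadjusted p under 0.05. Leaving out each library gave 0 to 128 genes. It was 240 with the date block, 164 (82 higher, 82 lower) without both dated libraries and 0 without sufficient B1 and deficient C1, where limma gave 771 genes at an unadjusted p under 0.05. The fits without sufficient A1 and without sufficient B1, also at 0, had 1127 and 960 such genes. It was 20 with a mean of at least 5 TPM, 23 with a robust fit and 27 with a pseudocount of 0.1. The Havcr2 difference ranged from -2.24 to -1.38 when libraries were left out in turn, stayed at -1.83 and passed with the date block, and was -1.77 and passed without both dated libraries. Its adjusted p ranged from 0.0148 to 0.756 over the alternatives. The count of 10 called lists became 0 with an estimated correlation (3 of 30 at an unadjusted p under 0.05), 1 with fry and 1 without the 3 genes of smallest p, and stayed between 7 and 15 otherwise, with 10 to 14 when a library was left out.

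Some values changed sign. Where the sign changed, the gene or list was called neither before nor after the change, except where stated. Some ends of the ranges below come from fits in which the list was called. These ends are -0.30 for Treg identity, -1.47 for myeloid and -0.66 for CD8 markers, 0.78 for cell cycle and 0.63 for DNA replication. When libraries were left out in turn, list medians ranged from -0.30 to 0.084 for Treg identity, -0.049 to 0.052 for oxidative phosphorylation, -1.47 to 0.60 for myeloid, -0.74 to 1.15 for NK and -0.66 to 0.29 for CD8 markers, -0.11 to 0.20 for glycolysis, -0.0061 to 0.21 for hypoxia, -0.15 to 0.78 for cell cycle, -0.13 to 0.63 for DNA replication, -0.020 to 0.12 for T cell receptor-induced genes, -0.066 to 0.34 for homing, -0.14 to 0.27 for interleukin 2 and STAT5, and -0.48 to 0.033 for the called mitochondrial list. Gene differences ranged from -3.24 to 0.22 for Apoe, -0.28 to 0.052 for Krt18, -0.49 to 2.40 for Tyrobp, -1.94 to 0.089 for Aif1, -0.28 to 1.85 for Klrk1, -1.83 to 0.58 for Spp1 and -0.62 to 0.27 for Ccl5. Without both dated libraries, Spp1 had 0.25, Ccl5 0.32, Ighd -0.076, Epcam -0.055 and Krt18 0.11, and list medians were -0.10 for T cell receptor-induced genes, -0.17 for homing, -0.17 for interleukin 2 and STAT5 (then called lower, camera adjusted p = 0.0158), 0.21 for myeloid and 0.18 for CD8 markers. The fit without both dated libraries tested 12713 genes rather than 12155. Its list members can therefore differ from those behind the medians in undated libraries given above, such as -0.071 for myeloid markers. Without sufficient B1 and deficient C1 list medians were 0.053 for Treg identity, -0.051 for glycolysis, -0.11 for cell cycle and -0.19 for DNA replication. Without the 3 genes of smallest p they were 0.0086 for Treg identity, 0.051 for the called Tim-3 ligands and adaptors, -0.059 for T cell receptor-induced genes, -0.0073 for oxidative phosphorylation and 0.11 for myeloid markers. With no filter, myeloid markers had 0.20 and dendritic markers -0.068, and quantile normalization gave -0.080 for T cell receptor-induced genes.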

Other observations

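Genes in the first 2 paragraphs were chosen after their values were seen. A lncRNA beside the targeted gene fell: 2310031A07Rik (chromosome 11, 46440362 to 46447248, minus strand), whose end lies 7686 bp before Havcr2, had a log2 fold change of -1.85 ± 0.20 (limma adjusted p = 0.0221), with -1.87 in undated libraries and -1.81 in the dated pair. Its locus overlaps the end of Med7, which had 0.18, on the opposite strand, so these values can share reads. In the Ifi200 family, Ifi208 was the 1 of 10 tested members past the threshold, and the other 9 lay between -0.41 and 0.63. These genes are close paralogs whose reads can be divided between copies, so the value of a single member is uncertain. Other chemokine and receptor genes far from 0 that did not pass included Ccl1 at -3.96, Lilrb4a at 2.32, Lilr4b at 2.50, Itgav at -1.41 and Il1r2 at -1.32. Itgb8, like Itgav an integrin chain, had -1.56 with overlap between the groups, and Ramp3 had 1.54. Lilrb4a and Lilr4b are close paralogs. All of these genes passed with the date mark as a block.

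On chromosome 16, Cldnd1 was called at 1.57, and Cpox and Gpr15, which passed with the date block but not without it, had 2.01 and 2.39. Gpr15, a homing receptor, overlaps the end of Cpox by 204 bp on the opposite strand, so these 2 values can share reads. Tsc22d3, a glucocorticoid-induced gene, was called at 1.14 and stood outside the 12 named higher genes. T cell receptor segments also differed: Trav14-1 was called at -3.01, and Trav13d-4, listed at 0 in all 3 sufficient libraries, had a mean of 2.37 in the deficient ones. The largest Trbv segment held 10.1% to 11.1% of Trbv transcripts in deficient and 11.8% to 19.9% in sufficient libraries. For Trav segments the groups overlapped on this measure, at 4.3% to 7.24% in deficient and 5.77% to 7.23% in sufficient libraries.

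The tests in the paragraphs below were chosen after the results were seen, except that on genes near Havcr2. Higher naive and central memory genes and lower Ccl3 and Ccl4 may reflect another state of the Treg cells or other cells in the sort. Myeloid cells as the source of the lower chemokines would need their markers to fall by about as much as Ccl4 (-3.99), and their median change was -0.0041 with an SD of 0.69 over 13 markers (-1.47 without deficient C1), which argues against them, as does Ccl4 at 1293 TPM in the sufficient dated library, where these markers had a median of 3.05 TPM, against 129 TPM in deficient C1, where they had 97.8 TPM. CD8 T cell and NK markers had a median change of -0.0508 with an SD of 0.88 over 15 markers, 8 of them lower. As a set, this argues against these cells as the source in all libraries. The SD is over markers rather than libraries, and single markers moved both ways. Nkg7 had -1.74, Klrc1 -1.66 and Prf1 -1.06, against 1.22 for Gzma, 0.70 for Klrb1c and 0.58 for Klrk1. A source in cells marked by the lower genes stays open. CD8 markers alone had 0.25 in undated libraries, where Ccl4 had -3.44, but -1.71 in the dated pair, where Ccl4 had -5.09. A source in CD8 T cells stays open for that pair, which has 1 library per group. Naive T cells as the source of the higher genes stay open: Ccr7, chosen after its values were seen, had -0.23 ± 0.39 (SE), and its high level in the sufficient libraries would hide a small share of such cells. Ccr7 was lower in deficient libraries within both batches. Deficient C1 at 6.52 and deficient D at 6.33 lay below sufficient A1 and sufficient B1, at 6.56 each. The deficient dated library had 5.22, against 5.63 in the sufficient dated library. Deficient C1 and deficient D lay above the sufficient mean of 6.25, which includes the lower dated library. The Ccr7 difference was -0.14 in undated libraries and -0.41 in the dated pair. A change within the Treg cells, which the groups name, stays open and was not tested separately, and B cells and dendritic cells, whose markers had median changes of 0.64 and 1.42 (Igkc listed at 36.4 to 196.2 TPM), were not weighed and stay open too.

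Higher immediate early genes may come from tissue handling. Handling of the undated libraries alone stays open: the list's median difference in the dated pair was 0.888, but 1 library per group has no spread between libraries to set it against. Handling that followed the groups in both batches cannot be told apart from an effect of Tim-3 loss, since the median was also 0.628 in the undated libraries and no label records how long each tumour was processed.

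For the genes called between the groups, 3 explanations were weighed. Only 10 splits of the 6 libraries into 3 and 3 exist, too few for a share under 0.05: the real split, with 25 genes, was the 1 split to give that many, and the highest other gave 8. The split with 8 genes put both dated libraries with sufficient A1, and the one that put both with sufficient B1 gave 0 genes in limma but 1772 at an unadjusted p under 0.05, against 1418 in the real split, whereas the 5 other splits with 1 dated library on each side, as in the real one, gave 98 to 305 such genes and called 0. The sex of the deficient dated library as the source is argued against for the 25 genes themselves. Without that library their log2 fold changes were 1.0 times those with it at the median, between 0.84 and 1.14 times, and 23 of them were still called. A call needed the 3 deficient libraries to lie close together, which favoured ratios near 1. These ratios therefore say nothing of that library's effect on other genes. Variants linked to the targeted gene stay open: 4 of 98 genes within 10 Mb of Havcr2 had an unadjusted p under 0.01, against 476 of 12056 elsewhere, an odds ratio of 1.04 (95% interval 0.28 to 2.76, Fisher's exact two-sided p = 0.796); its upper bound lies above the 2 set beforehand as the limit.

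With the preset correlation, 6 of the 10 splits called at least the 10 lists of the real split, and the highest other called 14; the splits are too few for a share under 0.05. The absolute mean of a list relative to all genes was larger in the real split than in the other 9 for 5 lists: naive and central memory (0.70, highest other 0.47), helper cytokines (0.91, 0.62), co-inhibitory receptors (0.46, 0.35), immediate early genes (0.50, 0.46) and Tim-3 ligands and adaptors (0.32, 0.26). It was smaller than in at least 1 other split for the other 5 called lists: heat shock (0.61, highest other 0.74), mitochondrial (0.40, 0.52), effector Treg (0.26, 0.43), interferon gamma (0.23, 0.29) and ribosomal genes (0.23, 0.25).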
